A study of Mus musculus with 8 samples. Its data were reported in "Childhood brain tumors instruct cranial hematopoiesis and immunotolerance" (2026).

How the data were processed

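The series holds droplet single-cell libraries from brain tumours of mice that carry the ZFTA-RELA fusion and develop ependymoma, a tumour of the central nervous system. The cells were stained for CD45, a leukocyte marker, and for the erythroid marker Ter119, and sorted. Mice were randomised at 3 weeks of age to a control antibody (vehicle IgG) or to mavrilimumab, an antibody against the alpha chain of the GM-CSF receptor, at 5 mg per kg. There are 4 gene expression libraries, 2 per group, and TCR (T cell receptor) libraries from the same kind of sample, of which 3 were analysed here: 1 labelled vehicle IgG and 2 labelled mavrilimumab. The remaining TCR library labelled vehicle IgG was not analysed here. How many mice a library pools is not given in the labels.

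The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and droplet barcode, made by the authors with Cell Ranger 9.0.1 per the file headers, unfiltered, so that most barcodes are empty droplets. Each matrix has 33696 genes. The deposited TCR files hold assembled receptor contigs with counts of UMIs per contig. The genome build and the annotation are not stated, so no coordinates are given, and gene symbols are those paired with Ensembl identifiers in the files.

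Cells were called with a knee rule (a UMI minimum set from the deepest of the expected cells) joined with an emptyDrops-like test of barcodes with at least 500 UMIs against the ambient profile, at a false discovery rate (FDR) of 0.001 over 10000 simulations. Cells with 200 to 6000 genes and at most 10% mitochondrial UMIs were kept. Doublets were removed by Scrublet-like scores per sub-cluster at an FDR of 0.1, with the algorithm rewritten. Doublet removal differed between the groups and took cells mostly from the libraries labelled vehicle IgG. This caller marked 5.49% and 4.94% of the cells in the libraries labelled vehicle IgG 1 and 2. It marked 0.545% in that labelled mavrilimumab 2 and 0.133% in that labelled mavrilimumab 1, where it did not work. Doublets marked also by the score of each cell, at 0.8% per 1000 cells, were therefore added as an alternative. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes gave 30 principal components, these were corrected by library with a rewritten Harmony, and cells were clustered with Leiden (leidenalg 0.10.2) at resolution 1 over 15 neighbours. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.

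The 36 clusters were divided again into 343 sub-clusters, of which 251 received a name with the suffix "-like" from fixed marker genes. A marker counted if it was seen in at least 20% of the cells of a sub-cluster and at least 2-fold above a reference level. The reference was the median of the mean levels of sub-clusters with at least 20 cells. A pseudocount of 0.1, in scaled counts, was added before the fold was taken. At least 3 markers were needed. Sub-clusters whose leading 10 genes held more markers of another class, or with a low UMI count and no own marker among those genes, stayed unnamed. The markers were fixed in advance. The division into sub-clusters and the naming rule were not: the rule is version 4 of 4, each earlier version having been replaced after its class counts were seen and before any comparison between groups, and all earlier versions were run as alternatives. Unnamed cells were 14.9% and 25.6% in the libraries labelled vehicle IgG 1 and 2 and 19.2% and 18.1% in those labelled mavrilimumab 1 and 2. Names rebuilt in this way may differ from those of the study.

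The library, not the cell, was the replicate. Shares of each class were compared by a two-sided exact permutation test, which with 2 libraries against 2 has 6 splits and cannot give a p below 0.333. Counting error is given as an exact (Clopper-Pearson) 95% interval and covers counting only. Where a class has a count of 0, the limit is 3 counts of the total. Expression was compared on counts summed per library and class with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM normalization and filterByExpr, at a Benjamini-Hochberg FDR of 0.05 within the class. A library with under 20 cells of a class was left out of that class, and a class was tested with at least 2 libraries in 1 group and 1 in the other, which left 8 classes. A group with 1 library is assumed there to vary like the other. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with fry: interferon, cytotoxicity, exhaustion and MHC class I in T cell classes, and interferon, MHC class I, MHC class II and myeloid suppressor in myeloid classes. Genes are named by a fixed rule: per class up to 3 genes with the largest rise and up to 3 with the largest fall among genes past the FDR, with a mean CPM (count scaled to the library total) of at least 20 and no overlap between groups, besides the genes of the fixed lists and sex-linked genes.

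A clonotype is a set of cells of 1 TCR library with the same productive, high-confidence alpha and beta chain nucleotide sequences and V and J genes, among cells with exactly 1 chain of each kind. Clonotypes of at least 2 cells are called expanded and those of at least 4 highly expanded. To compare libraries of different size, the same number of cells was drawn 1000 times. The plan was to assign cell classes through the gene expression library of the same title. The barcodes did not bear this out for the libraries labelled mavrilimumab, so TCR cells were joined to the gene expression library with which they share barcodes, a choice made after the data were seen. Expanded and single CD8 T-like cells were compared with edgeR on counts summed per library and clone size, with the library as a block. Libraries are named by their labels throughout, as in "the library labelled mavrilimumab 1".

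Alternatives set before the data were examined covered the calling of cells (knee alone, a minimum of 500 UMIs), a mixture limit on the mitochondrial share, doublets, Harmony, a Leiden resolution of 2, the denominator of shares, an edgeR test of cell counts, DESeq2 size factors, the replicate number as a block, subtraction of ambient RNA, the filter of genes, the Wald test of DESeq2 1.42.0, limma-voom, limma on single cells, removal of receptor segment genes, definitions of clonotypes, and each library left out in turn. The ambient share was estimated from lists of genes a class should lack, by the last of 5 estimators tried. The earlier 4 were replaced after the shares they gave were seen, and all were run as alternatives. Nothing was subtracted where no list had at least 50 expected UMIs and 0.01% of the ambient profile. The tests were tried on simulated counts with 200 changed genes per class. The quasi-likelihood test recovered 57% of 4-fold changes in the CD8 T-like, 60% in the CD4 T-like, 33% in the microglia-like, 26% in the Treg-like, 22% in the monocyte/macrophage-like and 1% in the ILC-like class, and 0% in the neutrophil-like and B-like classes. In the comparison of expanded with single cells it recovered 99%, with 9 false among 179 calls.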

Results

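Cells from ependymomas of mice given vehicle IgG or mavrilimumab were profiled in 4 gene expression libraries, 2 per group. The files held 24354457 UMIs for the library labelled vehicle IgG 1, 148657643 for vehicle IgG 2, 35785802 for mavrilimumab 1 and 87127346 for mavrilimumab 2. After filtering, 1050, 25819, 6756 and 5654 cells were kept in that order, 39279 in all, with a median of 10541.5, 3150, 3638 and 9157.5 UMIs per cell. The 2 libraries labelled vehicle IgG thus differed severalfold in cells, and those of each group differed over 2-fold in the median UMIs per cell.

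The TCR files raise a limit on every direction given here. The 3 TCR files analysed carry an inner sample name, and in 3 of 3 it names the other treatment than the label does. Barcodes of the TCR library labelled mavrilimumab 1 were found in the expression library labelled mavrilimumab 2 (2645 of 2749), and only 3 in the expression library of the same title. Those of the TCR library labelled mavrilimumab 2 were found in the expression library labelled mavrilimumab 1 (5035 of 5659), and 9 in that of the same title. The TCR library labelled vehicle IgG 1 shared 187 of 193 barcodes with the expression library of the same title. All directions between groups below follow the labels and would be the opposite if the treatments of all libraries were exchanged. If only the libraries with an analysed TCR file were renamed, each group would hold other libraries. The directions would then not simply reverse.

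The makeup of the sorted cells was compared to ask which cell classes differ with treatment. Shares of sorted cells need not be those of the whole tumour. Over all cells kept, a share also depends on what else a library holds. Microglia-like cells were 60.8% of the library labelled vehicle IgG 1. Neural or tumour-like cells were 47.2% of that labelled vehicle IgG 2. CD8 T-like cells were 8.62% ± 1.15 (SD, n = 2) of cells kept in libraries labelled vehicle IgG and 34.4% ± 0.809 (SD, n = 2) in those labelled mavrilimumab, a difference of 25.8 percentage points with no overlap between groups (two-sided exact permutation p = 0.333, the smallest that 2 against 2 allows). Counting error was small beside this difference, with an exact 95% interval of 6.26% to 9.60% in the library labelled vehicle IgG 1, the smallest. With each library left out in turn the difference over all cells kept was 24.96 to 26.6 points. The alternative that moved it most was the knee alone, with 31.6 points. Over named immune cells only, CD8 T-like cells were 9.48% and 37.7% in the libraries labelled vehicle IgG 1 and 2 and 42.1% and 48.0% in those labelled mavrilimumab 1 and 2, a difference of 21.5 points (vehicle IgG SD 19.9, n = 2) that was 7.40 points without the library labelled vehicle IgG 1. The edgeR test of cell counts gave a log2 fold change of 2.00 (FDR 0.494, n = 2 against 2).

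Other lymphoid classes depended on single libraries. Treg-like cells were 0.899% ± 1.02 (SD, n = 2) and 10.5% ± 12.6 (SD, n = 2), by labels of vehicle IgG and mavrilimumab (exact permutation p = 0.667). The difference of 9.62 points rested on the library labelled mavrilimumab 1, with 19.4%, and was 0.711 points without it. CD4 T-like cells were 4.19% ± 4.57 and 11.5% ± 6.20 (SD, n = 2 each; exact permutation p = 0.667), with a difference of 7.29 points that was 2.90 points without the library labelled mavrilimumab 1. ILC-like cells, innate lymphocytes, were 3.78% ± 2.65 and 0.448% ± 0.467 (SD, n = 2 each; exact permutation p = 0.333). Their difference of -3.33 points was -1.46 points without the library labelled vehicle IgG 2. It also rested on the naming rule: with version 2 that library had 30 ILC-like cells in place of 1459, and the difference was -0.600 points (exact permutation p = 0.667).

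Among myeloid and other classes, microglia-like cells were 31.0% ± 42.1 and 8.43% ± 6.19 (SD, n = 2 each; exact permutation p = 1). They made up 60.8% of the cells kept in the library labelled vehicle IgG 1 and 1.27% in that labelled vehicle IgG 2, so that without the former the difference of -22.6 points became 7.16 points. Monocyte/macrophage-like cells were 0.237% ± 0.0652 and 1.52% ± 1.00 (SD, n = 2 each; exact permutation p = 0.333), a difference of 1.28 points that was 0.577 points without the library labelled mavrilimumab 2. Neural or tumour-like cells made up 47.2% of the library labelled vehicle IgG 2 and 1.52%, 0.133% and 6.54% of the libraries labelled vehicle IgG 1, mavrilimumab 1 and mavrilimumab 2. Their difference between groups was -21.0 points (exact permutation p = 0.667) and 1.81 points without the library labelled vehicle IgG 2. B-like cells (0 of 1050 in the library labelled vehicle IgG 1, which allows up to 0.286%), plasma-like and oligodendrocyte-like cells also had no overlap between groups (exact permutation p = 0.333 each). Over named immune cells only, B-like and monocyte/macrophage-like cells did overlap (exact permutation p = 0.667 each). Plasma-like, ILC-like, CD4 T-like and Treg-like cells did not overlap there (exact permutation p = 0.333 each). Of the 16 named classes none could reach a p of 0.05 by this test.

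**Figure D1:**
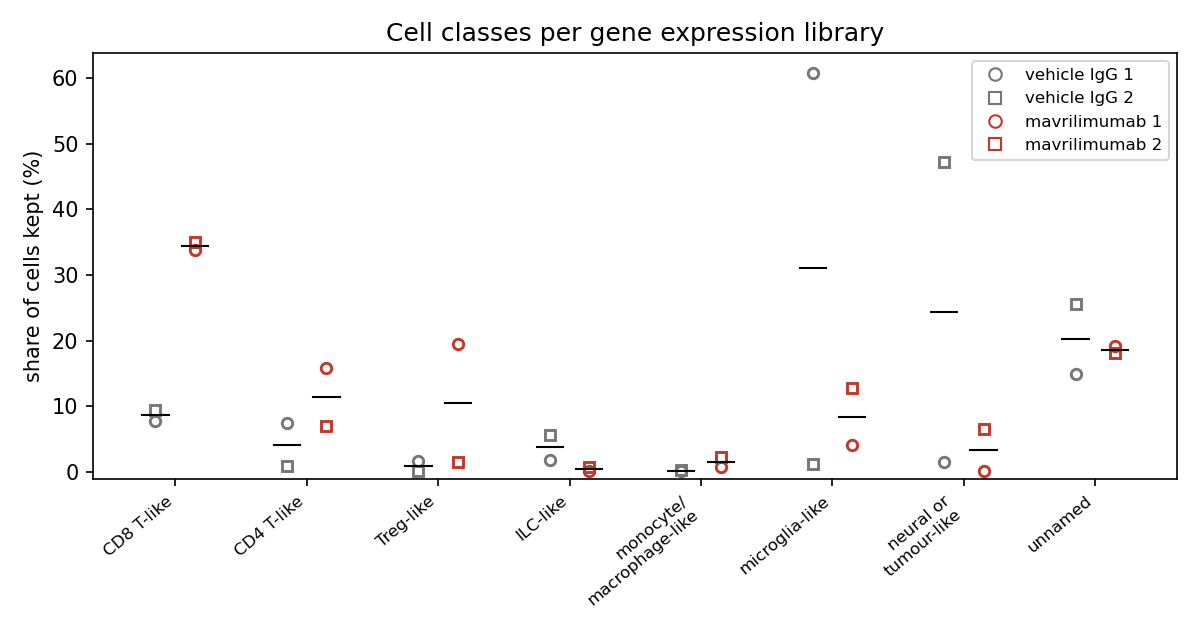
Share of cells kept (percent) of the main classes and of unnamed cells in each of the 4 gene expression libraries, with a symbol per library and a line at each group's mean (n = 2). CD8 T-like cells lie near 34.4% in both libraries labelled mavrilimumab and near 8.62% in both labelled vehicle IgG, while microglia-like and neural or tumour-like cells are high in a single library each.

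Expression was compared within each class to find genes that differ with treatment in the same kind of cell. The edgeR quasi-likelihood test called 0 of 12445 genes in CD8 T-like cells, where 771 had an unadjusted p under 0.05 and chance alone gives 622. The Wald test of DESeq2 called 90, limma-voom 0, and limma on single cells, which treats cells as replicates, 9840. That last test also called 4241 genes between the 2 libraries labelled vehicle IgG and 6801 between the 2 labelled mavrilimumab. Without the library labelled vehicle IgG 1 the quasi-likelihood test called 603 genes, all lower. It called 0 of 9857 genes in CD4 T-like cells (388 at an unadjusted p under 0.05; Wald test 5, limma-voom 0), and 30 and 481 without the libraries labelled mavrilimumab 1 and 2. It called 0 of 12068 in microglia-like cells (380 at an unadjusted p under 0.05; Wald test 2, limma-voom 0), and 736 and 28 without those labelled vehicle IgG 1 and 2.

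The 5 other classes had 1 library in 1 of the groups. In Treg-like cells 1 of 8879 genes was called, Nnat (ENSMUSG00000067786), at 656 CPM in the library labelled vehicle IgG 2 and 0.970 and 2.81 CPM in those labelled mavrilimumab 1 and 2 (log2 fold change -8.93, SE 0.45, FDR 0.0155). In monocyte/macrophage-like cells 144 of 7116 genes were called, 0 higher and 144 lower in libraries labelled mavrilimumab. In neutrophil-like cells 308 of 4910 were called, 5 higher and 303 lower, and in B-like cells 172 of 4451, 24 higher and 148 lower. In ILC-like cells 7 of 8570 were called, 3 higher and 4 lower.

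The genes that fell most in the small classes had counts in the library labelled vehicle IgG 2 and none in either library labelled mavrilimumab. In monocyte/macrophage-like cells Ctnna2 (ENSMUSG00000063063) had 262 CPM there, Sox2ot (ENSMUSG00000105265) 233 CPM and S100a16 (ENSMUSG00000074457) 197 CPM. In neutrophil-like cells Dnm3 (ENSMUSG00000040265) had 729 CPM, Dcc (ENSMUSG00000060534) 371 CPM and Sema6d (ENSMUSG00000027200) 316 CPM, and in B-like cells Tshz2 (ENSMUSG00000047907) had 213 CPM, Csmd2 (ENSMUSG00000028804) 194 CPM and Nfix (ENSMUSG00000001911) 155 CPM. Of the 595 genes called lower in these 3 classes, 554 had a higher CPM in the neural or tumour-like cells of that library than in the class itself (93.1%, against 47.2% of the genes not called). With ambient RNA subtracted, 579 were called lower in the 3 classes, but only 104 when the ambient share was estimated from all lists pooled, which left 0 calls in monocyte/macrophage-like cells.

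The genes named for the largest rise were fewer. In neutrophil-like cells Zbp1 (ENSMUSG00000027514) rose by a log2 fold change of 3.46 and Oas3 (ENSMUSG00000032661) by 3.09. Zbp1 was at 18.3 CPM in the library labelled vehicle IgG 2 and 491 and 58.1 CPM in those labelled mavrilimumab 1 and 2. In ILC-like cells Gzmb (ENSMUSG00000015437) and Cpa3 (ENSMUSG00000001865) were at 220 and 76.0 CPM in the library labelled mavrilimumab 2, and Gzmb had 0 and 6.95 CPM in those labelled vehicle IgG 1 and 2. There Ctnna2 and Mdk (ENSMUSG00000027239) fell, with log2 fold changes of -13.59 and -9.96 that rest on the prior count because the single library labelled mavrilimumab had none. Ctnna2 was at 1721.5 CPM in the 20 ILC-like cells of the library labelled vehicle IgG 1. It was at 12.5 CPM in the 1459 of that labelled vehicle IgG 2, so the size of its fall rests on the former. Mdk was at 15.8 and 71.1 CPM in these libraries. In B-like cells Fcrl5 (ENSMUSG00000048031) rose by a log2 fold change of 4.43 and Nt5c (ENSMUSG00000020736) by 3.95. Lpgat1 (ENSMUSG00000026623) rose from 0 CPM in the library labelled vehicle IgG 2 to 105 and 86.8 CPM in those labelled mavrilimumab 1 and 2. None of these named rises had an FDR under 0.05 by the Wald test of DESeq2. Each of these classes has a single library in 1 group, so the spread between libraries of that group was not measured. In simulated counts the quasi-likelihood test recovered 0% of 4-fold changes in neutrophil-like and B-like cells and 1% in ILC-like cells.

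Exhaustion genes were compared over all CD8 T-like cells. Of 10 genes, 4 of which the study chose on these samples, 0 were called over all genes tested and 0 adjusted over the list alone by edgeR. Lag3 (ENSMUSG00000030124) alone had an unadjusted edgeR p under 0.05. It was at 9.87 and 5.90 CPM in the libraries labelled vehicle IgG 1 and 2 and at 51.9 and 13.8 CPM in those labelled mavrilimumab 1 and 2 (log2 fold change 2.18, SE 0.71, FDR 0.785 over all genes and 0.290 adjusted over the list alone). Pdcd1 had a log2 fold change of 0.79 (SE 0.53), Tigit 0.88 (SE 0.48) and Ctla4 -0.20 (SE 0.83). The direction was higher in 9 of 10 genes, but in 6 of 10 without the library labelled mavrilimumab 1, where Rgs16, Tox and Havcr2 were lower as well (log2 fold change -0.34, -0.22 and -0.012). Over the list alone 1 gene was called without the library labelled mavrilimumab 2 (Lag3) and 1 without that labelled vehicle IgG 2 (Tigit).

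**Figure D2:**
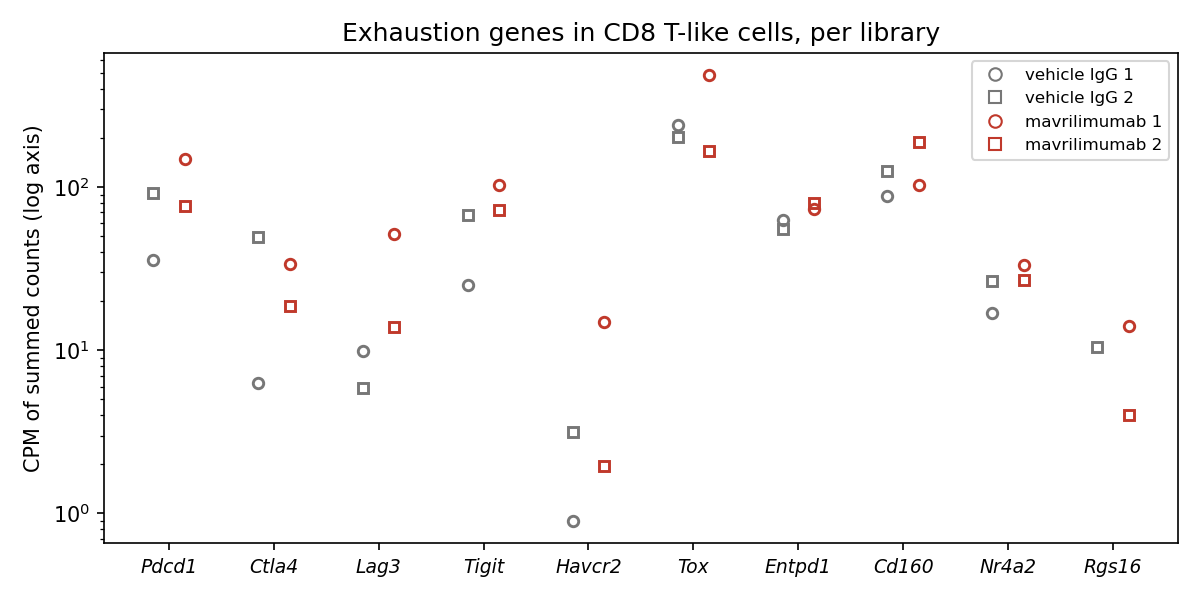
CPM of summed counts (log axis) of 10 exhaustion genes in CD8 T-like cells, with a symbol per gene expression library and n = 2 per group; a count of 0 is not drawn. Lag3 is higher in both libraries labelled mavrilimumab (51.9 and 13.8 CPM) than in both labelled vehicle IgG (9.87 and 5.90 CPM), and Ctla4 is not.

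Fixed gene lists were tested per class. By camera, 15 of 20 pairs of list and class had an FDR under 0.05, all higher in libraries labelled mavrilimumab, and by fry 0 of 20 did. The interferon list was higher in every class tested, with a median log2 fold change of 1.18 in CD8 T-like (camera FDR 1.73e-27, fry FDR 0.373), 1.73 in CD4 T-like, 2.64 in Treg-like, 0.99 in microglia-like and 1.52 in monocyte/macrophage-like cells. All 33 of its genes were higher in CD8 T-like cells and 31 of 33 in microglia-like cells. With each library left out in turn its median stayed between 0.87 and 1.56 in CD8 T-like, 0.72 and 2.39 in CD4 T-like and 0.69 and 1.62 in microglia-like cells. The alternative that changed the calls of the same pairs most was ambient RNA estimated from all lists pooled, with 3 lost and 3 gained.

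The MHC class I list was higher in the same 5 classes, with medians of 0.64, 0.71, 1.15, 0.72 and 0.92 in the order above, but in microglia-like cells it was not called with ambient RNA by all lists pooled (FDR 0.358) or by the lowest list (FDR 0.104). The cytotoxicity list had medians of 0.53 in CD8 T-like, 1.05 in CD4 T-like and 4.77 in Treg-like cells, each past the threshold by camera alone. The value in Treg-like cells rests on 46 cells of 1 library labelled vehicle IgG. It was not called with no doublet removal (0.67, FDR 0.111), Leiden resolution 2 (0.85, FDR 0.0793), the mixture limit (1.58, FDR 0.0904), the knee alone (FDR 0.129), doublets also by single-cell score (FDR 0.0574) or ambient RNA by all lists pooled (FDR 0.154). The exhaustion list had a median of 0.55 in CD8 T-like cells (camera FDR 0.0147, fry FDR 0.734), which was past the threshold neither without the library labelled vehicle IgG 1 (median 0.39) nor without that labelled mavrilimumab 1 (median 0.42). It was also lost with ambient RNA subtracted (FDR 0.0829), with all lists pooled (FDR 0.114), with the median list without a minimum share (FDR 0.0512) and with doublets also by single-cell score (FDR 0.0686). In CD4 T-like cells it was not called (0.62, FDR 0.187), but alternatives called it, among them leaving out the library labelled mavrilimumab 2 (FDR 0.000224) and naming rule version 2 (FDR 0.0484). It was not called in Treg-like cells, where median (-0.07) and mean (0.89) differ in sign and camera points lower. The MHC class II list had a median of 0.99 in monocyte/macrophage-like cells (camera FDR 0.000216). In microglia-like cells it was not called, with a median of -0.41 and a mean of -0.33 while camera points higher, but it was called under several alternatives, with medians of either sign. The myeloid suppressor list was called in neither class: its median was 0.24 and its mean -0.10 in microglia-like cells, where camera points lower, and 1.16 and -0.25 in monocyte/macrophage-like cells, where camera points higher.

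**Figure D3:**
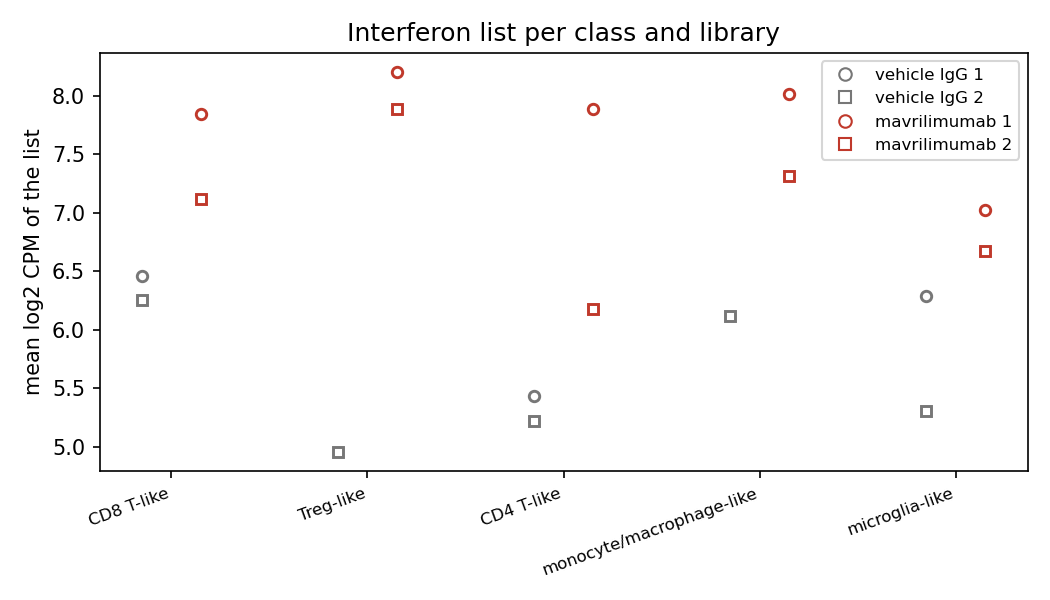
Mean log2 CPM of the interferon list in each of 5 classes, with a symbol per gene expression library; a library with under 20 cells of a class is not drawn. In CD8 T-like cells the libraries labelled mavrilimumab lie at 7.85 and 7.12 and those labelled vehicle IgG at 6.46 and 6.25.

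The genes of GM-CSF and its receptor were examined because the study used mavrilimumab as an antibody against the receptor chain that Csf2ra encodes. Its binding to the mouse protein was not tested here. In microglia-like cells Csf2ra was at 212 and 224 CPM in the libraries labelled vehicle IgG 1 and 2 and at 248 and 309 CPM in those labelled mavrilimumab 1 and 2 (log2 fold change 0.43, SE 0.25, FDR 0.997). In monocyte/macrophage-like cells it was at 224 CPM in the library labelled vehicle IgG 2 and at 479 and 376 CPM in those labelled mavrilimumab 1 and 2 (log2 fold change 0.99, SE 0.37, FDR 0.354). Csf2rb and Csf2rb2 had log2 fold changes of 1.81 and 1.68 there (FDR 0.236 and 0.229). In CD8 T-like cells Csf2ra was between 2.69 and 6.19 CPM in the 4 libraries. Csf2 had a log2 fold change of 0.55 in CD8 T-like cells (FDR 0.905), which was -0.093 without the library labelled mavrilimumab 2. The edgeR test behind these values made no call at an FDR of 0.05 for these genes in any class. Csf2rb in monocyte/macrophage-like cells was called with the mixture limit (1.97, FDR 0.0127), with Leiden resolution 2 (1.72, FDR 0.0483) and under other alternatives.

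Receptor clonotypes were counted to ask how far T cells had expanded. In the TCR library labelled vehicle IgG 1, 4.08% of 147 cells belonged to expanded clonotypes (exact 95% interval 1.51% to 8.67%), against 24.4% of 1957 cells (22.5% to 26.3%) and 54.6% of 4017 cells (53.1% to 56.2%) in those labelled mavrilimumab 1 and 2. No test between groups was run on the 1 library labelled vehicle IgG against 2. The mean difference was 35.4 points, and 20.3 points without the library labelled mavrilimumab 2. An expanded share grows with the number of cells sampled: with 147 cells drawn from each library it was 4.08%, 5.02% (95% of draws 1.33% to 10.2%) and 18.7% (11.6% to 27.2%). The library labelled mavrilimumab 1 did therefore not differ detectably from that labelled vehicle IgG 1 at this depth. Highly expanded clonotypes held 0 of 147 cells, 10.9% and 37.0%, and with 147 cells drawn from each library 0%, 0.108% (95% of draws 0% to 2.72%) and 6.38% (0% to 12.9%).

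By class, expanded clonotypes held 9.43% of 53 CD8 T-like cells in the TCR library labelled vehicle IgG 1 (3.13% to 20.7%), 30.1% of 1327 in that labelled mavrilimumab 1 (27.6% to 32.6%) and 59.4% of 1638 in that labelled mavrilimumab 2 (57.0% to 61.8%). Among CD4 T-like cells they held 0 of 60, 3.85% of 286 and 45.2% of 759 cells, and among Treg-like cells 0 of 11, 9.09% of 66 and 67.0% of 779. These shares by class were not redrawn at equal depth, so their differences between libraries also carry the number of cells sampled. The exact intervals here and above treat cells of 1 clonotype as independent, so they are too narrow for an expanded share.

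**Figure D4:**
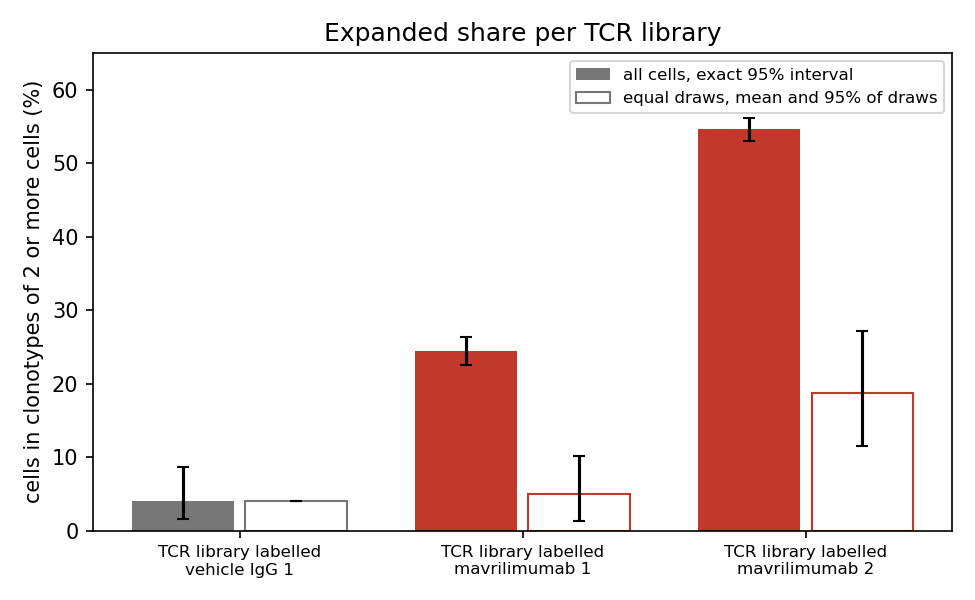
Percent of T cells in clonotypes of 2 or more cells in each TCR library, over all cells (filled bars, exact 95% interval) and over 147 cells drawn 1000 times (open bars, mean and 95% of draws). The share over equal draws is 4.08%, 5.02% and 18.7%.

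Highly expanded CD8 T-like cells were compared with single ones within the 2 libraries labelled mavrilimumab, to ask what marks an expanded cell there. The library labelled vehicle IgG 1 had 0 highly expanded CD8 T-like cells, so the comparison does not speak for that treatment label. Of 10573 genes 22 were called, 9 higher and 13 lower. The Wald test of DESeq2 called 63, of which 20 were among the 22. Without either library labelled mavrilimumab no test is left. Pdcd1 (ENSMUSG00000026285) rose most, from 44.8 to 193 CPM in the expression library labelled mavrilimumab 2 and from 58.1 to 316 CPM in that labelled mavrilimumab 1 (log2 fold change 2.24, SE 0.12, FDR 0.0154). Nrp1 (ENSMUSG00000025810) rose by 1.62 (FDR 0.0223) and Hip1 (ENSMUSG00000039959) by 1.33 (FDR 0.0181). Satb1 (ENSMUSG00000023927), St6gal1 (ENSMUSG00000022885) and Igfbp4 (ENSMUSG00000017493) had the lowest log2 fold changes, of -2.31, -2.60 and -5.38 (FDR 0.0137, 0.0206 and 0.0181). Among genes that the study named on these samples, of which not all are given here, Pdcd1, Ccl5 (log2 fold change 1.07, FDR 0.0181) and S100a6 (0.81, FDR 0.0328) were called over all genes, and these with Gzmk, Nkg7 and Lilrb4a were called adjusted over the list alone, which is not independent evidence. Gzmb (0.23) and Xcl1 (-0.24) were not called, and each had opposite directions in the 2 libraries.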

Values the study reported

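The study reported loading up to 10,000 cells per sample for single-cell sequencing.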

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

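The alternatives with earlier naming rules, earlier ambient estimators and doublets by single-cell score were chosen after the data were seen; all others were fixed in advance, except that the kept estimator of ambient RNA, whose subtraction was fixed in advance, was also chosen after the shares estimated by the others were seen. Where no cause is given for a change below, the cause was not tested.

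The share of CD8 T-like cells stayed higher in libraries labelled mavrilimumab under every alternative run, and no share of any class passed a threshold in the permutation test or in the edgeR test of cell counts. The share difference of mast/basophil-like cells changed sign with named immune cells only (-0.0210 points), with the knee alone (-0.00885 points) and with doublets also by single-cell score (-0.00976 points), and that of gamma-delta T-like cells with the mixture limit (0.166 points). With each library left out in turn, the difference ran from -0.875 to 4.73 points for NK-like, -0.0794 to 0.292 for endothelial-like, -0.0445 to 1.16 for erythroid-like, -1.92 to 0.542 for gamma-delta T-like, -0.0174 to 0.0533 for mast/basophil-like, -52.3 to 7.16 for microglia-like and -43.8 to 1.81 for neural or tumour-like cells.

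The count of genes called depended most on the processing. With only genes of no count left out, it was 783 in CD8 T-like, 349 in CD4 T-like, 301 in Treg-like, 1 in microglia-like, 1116 in monocyte/macrophage-like and 284 in B-like cells. The DESeq2 Wald test gave 90, 5, 17 and 2 in the first 4 of these classes, 213 in monocyte/macrophage-like (131 of them among the 144 genes called by edgeR), 0 in ILC-like, 58 in neutrophil-like and 30 in B-like cells. Limma-voom gave 15 in Treg-like, 0 in monocyte/macrophage-like, 2 in ILC-like, 417 in neutrophil-like and 316 in B-like cells. Limma on single cells gave 9840 in CD8 T-like, 3002 in CD4 T-like, 524 in Treg-like, 4149 in microglia-like, 1265 in monocyte/macrophage-like, 653 in ILC-like, 1572 in neutrophil-like and 2018 in B-like cells; it treats cells as replicates. DESeq2 size factors gave 13 in Treg-like (4 higher and 9 lower) and 241 in monocyte/macrophage-like cells.

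With the replicate number as a block, 68 genes were called in microglia-like cells (4 higher and 64 lower) and 0 in CD8 and CD4 T-like cells. It was not run in classes that keep 3 libraries. The labels do not say that replicates of the same number belong together. After removal of group means, the profiles of equally numbered libraries had a Pearson r of 0.254, 0.0488 and 0.270 across genes in CD8 T-like, CD4 T-like and microglia-like cells, where genes are not independent replicates. The log2 fold change of Ctla4 in CD8 T-like cells was 0.088 and that of Csf2ra 0.066 with this block. Camera called the exhaustion list in CD4 T-like cells with it (FDR 0.00928).

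Among choices before the test, the knee alone gave 3 calls in Treg-like and 3 in monocyte/macrophage-like cells. No doublet removal gave 3 in Treg-like, 0 in monocyte/macrophage-like, 0 in neutrophil-like and 11 in B-like cells. The mixture limit gave 601 and Leiden resolution 2 gave 313 in monocyte/macrophage-like cells, and the latter 0 in Treg-like cells. No Harmony correction gave 431 and doublets by single-cell score 46 in B-like cells. Naming rule version 1 gave 615 in monocyte/macrophage-like and 12 in ILC-like cells. Subtracted ambient RNA gave 18 in Treg-like and 113 in B-like cells. Its earlier estimators gave 2 in Treg-like, 0 in monocyte/macrophage-like, 112 in neutrophil-like and 14 in B-like cells with all lists pooled, 4 in Treg-like, 12 in ILC-like and 97 in B-like cells with the lowest list, and 18 in Treg-like and 101 in B-like cells with either remaining estimator. In monocyte/macrophage-like cells 127 of the 144 genes were also called with the kept estimator, and 0 with all lists pooled.

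With each library left out in turn, the calls ran from 0 to 603 in CD8 T-like, 0 to 481 in CD4 T-like and 0 to 736 in microglia-like cells; a class that keeps 1 library in a group has no such test for it. Exhaustion genes called over the list alone ran from 0 to 1, and pairs of list and class called by camera from 8 to 15, where 12 pairs could be tested without any library but that labelled vehicle IgG 1. The log2 fold change of Csf2 in CD8 T-like cells ran from -0.093 to 1.11 and that of Csf2ra from -0.44 to 0.86. In the same cells it ran from -0.87 to 2.16 for Ctla4, -0.34 to 9.87 for Rgs16, -0.049 to 0.98 for Cd160, -0.22 to 1.15 for Tox and -0.012 to 3.26 for Havcr2. List medians ran from -0.29 to 1.95 for exhaustion in CD4 T-like, and in microglia-like cells from -0.99 to 0.97 for MHC class II and from -0.45 to 0.74 for myeloid suppressor. Between expanded and single cells, Gzmb ran from -0.57 to 1.00 and Xcl1 from -0.55 to 0.051, as values with no test.

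Clonotypes by the beta chain alone gave an expanded share of 7.33% in the TCR library labelled vehicle IgG 1, against 4.08% by both chains. They gave 28.2% and 57.7% in those labelled mavrilimumab 1 and 2. By both chains, the mavrilimumab minus vehicle difference ran from 20.3 to 50.5 points when either library labelled mavrilimumab was left out. Between expanded and single CD8 T-like cells, 36 genes were called with 2 or more cells as expanded and 63 by the DESeq2 Wald test.

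In simulated counts the test found 57% of 4-fold changes in CD8 T-like, 60% in CD4 T-like, 26% in Treg-like, 33% in microglia-like, 22% in monocyte/macrophage-like and 1% in ILC-like cells. It found 0% in neutrophil-like and B-like cells, although it called 308 and 172 genes there in the data. The simulated changes were 4-fold and 2-fold. The largest named falls there were greater, with log2 fold changes of -10.63 (Dnm3 in neutrophil-like) and -9.31 (Tshz2 in B-like cells). The recovery does not speak for changes that large. Of 2-fold changes the test found 11% in CD8 T-like, 10% in CD4 T-like and 2% in Treg-like cells. A missing call in these classes therefore does not exclude a change of that size. The cause of the order of the classes was not tested.

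Exhaustion genes called over the list alone numbered 2 with only genes of no count left out, 1 by the DESeq2 Wald test and 9 by limma on single cells. Ctla4 in CD8 T-like cells rose by 0.024 with no doublet removal. Csf2ra in CD8 T-like cells had a log2 fold change of 0.052 with the mixture limit, 0.17 with no doublet removal, 0.0034 with no Harmony correction, 0.051 with only genes of no count left out and 0.0026 by limma on single cells. Csf2rb in monocyte/macrophage-like cells was called with the mixture limit (1.97), Leiden resolution 2 (1.72), naming rule version 1 (2.60) and only genes of no count left out (1.93, with Csf2rb2 at 1.80). Limma on single cells called Csf2rb (0.63) and Csf2ra (0.61) there, Csf2rb2 (0.11), Csf2rb (0.21) and Csf2ra (0.34) in microglia-like and Csf2rb (0.71) and Csf2ra (1.30) in neutrophil-like cells. Csf2 in ILC-like cells was 1.58 by limma-voom and 0.21 by limma on single cells.

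List medians changed sign in Treg-like cells for exhaustion with no doublet removal (0.12) and Leiden resolution 2 (0.34). In microglia-like cells that of MHC class II was 0.87 with the knee alone, 0.82 with the mixture limit, 0.97 with no doublet removal (FDR 0.000306), 0.30 with no Harmony correction, 0.55 with Leiden resolution 2 (FDR 0.0299) and 0.85 with naming rule version 1. It was also called, lower by its median, with ambient RNA by all lists pooled (-1.74, FDR 0.00165), by the lowest list (-0.87, FDR 0.0467) by the median list without a minimum share (-1.13, FDR 0.00352) and by the median list or all joined (-1.01, FDR 0.00569). The last 2 of these estimators also lost MHC class I there (FDR 0.213 and 0.124). That of myeloid suppressor was -0.0068 with no doublet removal, -0.10 with no Harmony correction, -0.15 with all lists pooled, -0.16 with the lowest list, -0.24 with the median list without a minimum share and -0.14 with the median list or all joined. The exhaustion list in CD4 T-like cells was called with naming rule version 2 (FDR 0.0484), and MHC class II in monocyte/macrophage-like cells was not with version 1 (FDR 0.0940). With all lists pooled camera also called exhaustion in Treg-like (FDR 0.0425) and myeloid suppressor in monocyte/macrophage-like cells (FDR 0.0409). With no doublet removal fry called cytotoxicity in CD8 T-like cells (fry FDR 0.0276), its only call under any alternative.

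The number of cells kept changed with each calling rule: the library labelled vehicle IgG 2 had 27162 cells before doublet removal, 22376 with the knee alone, 24291 with the mixture limit and 31922 with a minimum of 500 UMIs. Among single named genes and gene lists, and leaving aside settings without a library, 751 values kept their direction and side of the threshold, 69 kept their direction and were no longer past it, 20 were newly past it and 16 changed sign.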

Other observations

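The tests of read assignment and of often arising receptors for shared clonotypes, of neural and free RNA in the small classes, and of exchanged labels were chosen only after the result was seen.

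The cells called in the library labelled vehicle IgG 2 numbered 28470. That is higher than the loading value quoted from the study above.

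Genes called lower in monocyte/macrophage-like, neutrophil-like and B-like cells rest on the single library labelled vehicle IgG 2 in their group, in which neural or tumour-like cells are 47.2% of the cells. Of these genes 93.1% had a higher CPM in those neural or tumour-like cells than in the class, against 47.2% of genes not called. RNA of neural or tumour cells in that library may therefore account for most of these calls. Whether free RNA at the estimated share is the whole cause cannot be told apart from other sources such as doublets or engulfed cells, because the estimators differ: 579 genes were called lower after subtraction with the kept estimator and 104 with all lists pooled, against 595 before, and of all 624 calls in these classes 538 and 112 were also made after subtraction. In monocyte/macrophage-like cells the pooled lists gave an ambient share of 48.2% in the library labelled mavrilimumab 2 and 30.1% in that labelled vehicle IgG 2. The kept estimator gave 1.57% and 5.07%. Subtraction with pooled lists thus also removed far more counts, and calls lost with it cannot be laid to free RNA alone. A biological difference between the groups was not excluded.

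The same pattern was tested in CD8 T-like cells. Without the library labelled vehicle IgG 1, 603 genes were called lower, and 94.9% of them had a higher CPM in the neural or tumour-like cells of the library labelled vehicle IgG 2 than in its CD8 T-like cells, against 58.3% of genes not called. RNA of those cells is a candidate explanation for these calls, and an effect of treatment stays open.

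The interferon list was higher in the libraries labelled mavrilimumab in every class tested. The library labelled mavrilimumab 1 had 1 UMI of Y-linked genes in all its cells and 13045 of Xist, so its mice were probably female. The libraries labelled vehicle IgG 2 and mavrilimumab 2 had 25534 and 11546 Y-linked UMIs beside 3386 and 2205 of Xist. That labelled vehicle IgG 1 had 1791 beside 5751 of Xist. Among 2730 CD8, CD4 and Treg-like cells of the library labelled vehicle IgG 2, 1057 had Y-linked UMIs, 406 had Xist and 50 had both. That library may therefore also hold cells of both sexes. Without the library labelled mavrilimumab 1 the lowest median log2 fold change of the list over CD8 T-like, CD4 T-like and microglia-like cells was 0.72, which argues against the sex of its mice as the whole cause in these classes. Without the library labelled vehicle IgG 2 it was 0.69, which argues against dilution of that library by neural or tumour RNA as the whole cause. Treatment, handling of the libraries and a part played by sex stay open, and fry did not call this list. Treg-like and monocyte/macrophage-like cells could not be tested in this way.

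The TCR libraries labelled vehicle IgG 1 and mavrilimumab 2 shared 8 clonotypes with identical nucleotide sequences, in 10 and 107 cells. Neither shared any with the TCR library labelled mavrilimumab 1. Of the shared cells 0 had the same barcode in both libraries, which argues against reads of the larger library assigned to the smaller under the same barcode. The shared clonotypes were 5.59% of those in the smaller library, whereas the third library shared 0 of 1639 with the larger, which argues against receptors that arise often in different mice. Of 9 shared cells kept in the expression library labelled vehicle IgG 1, 0 had a Y-linked UMI and 7 had Xist, against 49 of 132 other cells with a Y-linked UMI (two-sided Fisher's exact p = 0.0272, on cells of 1 library, with medians of 11744 and 13496 UMIs). Cells of the same mice in both libraries, by carry-over or by a shared pool, are a candidate source as a hypothesis only. The cells are few and those of 1 clonotype are not independent.

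The treatment named inside the TCR files differs from the labels in 3 of 3 files. Treatment labels exchanged between the groups might be a cause, and so might names written wrongly inside the files. These cannot be told apart, since no value here depends on the antibody itself. Every direction between groups above would be the opposite if the labels were exchanged.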
